# Effect of enhanced early life nutrition on the molecular regulation of anterior pituitary function in Holstein Friesian bull calves

**DOI:** 10.1038/s41598-025-04176-0

**Published:** 2025-07-01

**Authors:** K. Keogh, S. Coen, P. Lonergan, S. Fair, D. A. Kenny

**Keywords:** RNAseq, Proteomics, Network analysis, MiR-205, Proteomics, Transcriptomics

## Abstract

Enhanced early-life nutrition is known to induce precocious reproductive development in the bull calf, mediated through gonadotropin releasing hormone (GnRH) stimulated gonadotropin pulsatility in the anterior pituitary gland. The objective of this study was to evaluate transcriptomic and proteomic responses within the anterior pituitary of Holstein–Friesian bull calves offered different planes of nutrition during early life. Bull calves were offered either a high (HI; n = 15) or moderate (MOD; n = 15) plane of nutrition between 2–12 weeks of age and subsequently euthanised at 12 weeks of age. The anterior pituitary tissue was harvested from all calves and miRNAseq, mRNAseq and proteomic analyses undertaken. High diet calves displayed greater growth rates compared to MOD calves (P < 0.001). Overall, 37 mRNAs and 5 miRNAs were differentially expressed between treatment groups (FDR < 0.1). Reduced expression of miR-205 together with greater expression of specific target mRNA genes (*PCSK1*, *SERPINA1, CARTPT)* in the HI calves suggested a relationship between these mRNA and miRNA. Furthermore, co-regulatory network analysis of the proteomic data revealed interactions between PCSK1, SERPINA1 and CARTPT, and proteins involved in cellular proliferation, metabolism and GnRH signalling, highlighting a role for these proteins in mediating the intersection between enhanced metabolic status with reproductive signalling in young bull calves.

## Introduction

The initiation of reproductive development in the male calf is a complex process mediated by the hypothalamic-pituitary–testicular (HPT) biochemical signalling axis. The hypothalamus is widely acknowledged as the homeostatic regulator of the body^1^ with metabolic cues produced in various tissues conveying the peripheral status of the body onto the hypothalamus, which in turn elicits subsequent downstream effects. These metabolic signals, including insulin-like growth factor-1 (IGF-1), insulin, leptin and adiponectin, can signal through neurons in the hypothalamus which can subsequently stimulate the secretion of gonadotropin releasing hormone (GnRH), a key gatekeeper of reproductive development. The anterior portion of the pituitary gland is the principal regulator for growth, metabolism and reproduction via the synthesis and subsequent secretion of an array of hormones that control these functions in multiple peripheral organs^2^. Following GnRH signalling within the anterior pituitary, the gonadotropins; follicle-stimulating hormone (FSH) and luteinising hormone (LH) are secreted^3^ which, in turn, signal to the testes, leading to synthesis of testosterone within the Leydig cells as well as contributing to spermatogenesis. Additionally the anterior pituitary is also responsible for the production and release of other hormones including those related to stress (adrenocorticotropic hormone), growth (growth hormone), fertility (prolactin) and metabolic rate (thyroid stimulating hormone).

Due to the role of peripheral metabolic cues towards signalling within the HPT axis, changes in dietary intake or metabolic status can significantly impact reproductive development. For example, nutritional restriction during the postnatal period can impact the timing of reproductive maturity by inhibiting GnRH release and therefore the release of LH^4,5^. Additionally, research has shown that malnutrition constitutes a greater stress to spermatogenesis in prepubertal males than in post pubertal males^6^, with restricted feed during calf-hood known to impede the hypothalamic GnRH pulse generator and impair steroidogenesis in the testes, delay puberty and decrease testicular weight at 70 weeks of age^7^. Conversely, studies have shown that a high plane of nutrition before 31 weeks of age results in earlier onset of puberty in Holstein–Friesian bulls^5,8^. Furthermore, enhanced metabolic status during the early calf-hood period has been shown to positively impact the hypothalamic GnRH pulse generator and its action on the anterior pituitary gland, thereby advancing the age of onset of puberty in bulls^6^.

A major feature of the gonadotropin profiles of developing bulls is a change in LH pulse frequency early in life^9^. In particular, studies have shown greater systemic concentrations of LH in bulls at 4 months of age compared to earlier and later ages when measured on a monthly basis up to 10 months of age^9^. Moreover, studies have shown that both the systemic concentrations of LH and frequency of episodic peaks of LH were greater in 4 month old bulls compared to 1 and 5 month old bulls^10,11^. The transient rise in anterior pituitary-derived systemic LH occurs between approximately 8–20 weeks of age in bull calves^12^ and when offered a high plane of nutrition during the first six months of life, bull calves have been shown to have an earlier and greater rise of LH^13^. Enhanced nutrition during this critical period can directly impact hypothalamic GnRH pulsatility, ultimately leading to enhanced LH pulsatility as well as testosterone synthesis and secretion^6,14^, which in turn, results in larger testes and puberty attainment at a younger age^5,6,14^. Thus, the reproductive axis has the capacity to respond to changing systemic concentrations of metabolic signals^15^ and it is clear that a high plane of nutrition in the early calf-hood period can advance puberty. Indeed, studies have shown large transcriptomic differences in the testes parenchyma of bull calves fed differentially up to 18 weeks of age^16^ and 24 weeks of age^17^. In each of these studies, enhanced dietary intake resulted in greater expression of genes involved in cholesterol biosynthetic processes as well as Sertoli cell maturation. Moreover, English et al.^18^ reported greater numbers of Sertoli cells as well as more mature spermatogenic cells in bull calves fed an enhanced plane of nutrition between 2–18 weeks of age. Furthermore, English et al.^16^ also reported differential expression of genes within the anterior pituitary of the same bull calves, highlighting differential expression of genes related to cell cycle processes. However whilst large differences were evident in the testes parenchyma work of English et al.^16^, much fewer differences were apparent within both the hypothalamus and anterior pituitary at 18 weeks of age. Thus the molecular mechanisms through which the effect of enhanced nutrition during early life on reproductive development through the HPT signalling axis is mediated are yet to be elucidated fully. The objective of this study was to evaluate the global transcriptomic (miRNA and mRNA) and proteomic response of the anterior pituitary in bull calves fed either a high (HI) or moderate (MOD) plane of nutrition during the first 12 weeks of life. A secondary objective was the integration of transcriptomic and proteomic data using co-regulatory network analyses, for the identification of key regulatory genes, which may hold potential for use in genomic selection processes. The ability to genomically select bulls that are better able to respond to enhanced early life nutrition is of benefit due to the industry goal of collecting semen from genetically elite and genomically selected young sires at an earlier age. This study builds on our earlier work^16,18^ and targets an earlier stage of development. Moreover whilst the current study is focused on the anterior pituitary, we have undertaken complementary analyses on the same calves in both the hypothalamus^19^ and the testes^20^.

## Methods

### Animal model and tissue collection

Tissue samples used in this study were derived from a larger study examining the effect of varied plane of nutrition during early life on the physiological and molecular control of reproductive development in the bull calf^21^, thus the animal model is only briefly described here. Holstein–Friesian bull calves, sourced from four high herd health status commercial dairy farms in Ireland, were blocked on age, bodyweight, sire (15 sires in total) and farm of origin (4 farms) and assigned to one of two dietary groups: a high (HI; n = 15) or a moderate (MOD; n = 15) plane of nutrition. Additionally, treatment groups were balanced for dam parity and blood ZST score, which reflected a proxy for immunoglobulin concentration in the blood, indicating colostrum derived passive immunity status^21^. From 2–12 weeks of age, calves received their respective dietary allowance to support target growth rates of > 1 kg/day and 0.50 kg/day for the HI and MOD groups, respectively. Specifically, calves in the HI group received 1,500 g of milk replacer (10 L/day; 4.89 Mcal/kg dry matter) with ad libitum concentrate (3.82 Mcal/kg dry matter), while MOD calves received 500 g of milk replacer (4 L/day; 4.89 Mcal/kg dry matter) with a maximum concentrate allowance of 0.5 kg/day (3.82 Mcal/kg dry matter). All calves across both treatment groups had continuous access to fresh water and approximately 0.5 kg of hay (3.84 Mcal/kg dry matter) daily. All calves were weighed at the beginning and end of the trial and also at weekly intervals. At 12 weeks of age all calves were euthanized through a lethal dose of sodium phenobarbital (1 mL/1.4 kg bodyweight) administered intravenously. The brain was subsequently removed and the pituitary gland was isolated from the sella turcica and weighed following which the anterior and posterior lobes were separated. All instruments used for tissue collection were sterilised and treated with RNAzap (Ambion, Dublin, Ireland) prior to use. Tissue samples were subsequently snap frozen in liquid nitrogen and stored at −80° C pending further processing. Care was taken at the time of sampling to ensure that anatomical zones or sections of the anterior pituitary of each bull were evenly represented across portions designated for subsequent proteomic and transcriptomic analyses.

### Global transcriptomic analyses

RNA isolation and RNA-sequencing are described in full in Coen et al.^20^. Briefly, the Qiagen RNeasy Plus Universal Mini Kit was used to isolate total RNA from all anterior pituitary samples (n = 30), according to the manufacturer’s instructions including adherence to appendix C for the isolation of small RNAs. An average of 90 mg of tissue was used for isolation of total RNA. RNA yield and quality were assessed by measuring the absorbance at 260 nm with a Nanodrop spectrophotometer and determining the RNA integrity number (RIN) using the RNA 6000 Nano Lab Chip kit on the Agilent 2100 Bioanalyser. All samples yielded RIN values of 8 or higher and were of suitable quality for RNA-sequencing. mRNA-seq and miRNA-seq library preparation and sequencing were undertaken by a commercial sequencing facility (Macrogen Europe Inc., Amsterdam, The Netherlands). Individual cDNA libraries were prepared from all 30 total RNA samples using the Illumina Truseq stranded mRNA kit for mRNA-seq and the Illumina small RNA kit for miRNA, according to the manufacturer’s instructions. mRNA-sequencing and miRNA-sequencing were undertaken on an Illumina NovaSeq (150 bp paired end sequencing) and an Illumina HiSeq 2500 sequencer (50 bp single end sequencing), respectively.

Full details related to RNA-sequencing analysis are described in full in Coen et al.^20^and are only briefly outlined here. Raw sequencing reads from both mRNA- and miRNA-seq experiments were firstly assessed for sequencing quality using FastQC (version 0.11.8^22^;). Cutadapt software (version 1.18.8^23^;) was used to remove Illumina sequencing indexing adapters from all reads. Cutadapt was also used to remove short (shorter than 15 bp) and long (longer than 28 bp) reads from the miRNA dataset. Retained reads from the miRNA dataset were subsequently filtered for other species of bovine short RNA (rRNA, tRNA, snRNA, snoRNA, downloaded from https://rnacentral.org/). The miRDeep2 package (version 2.00.8) together with the bovine reference genome (ARS-UCD1.2) and the known bovine mature miRNA sequences and their precursor sequences from the miRBase database were used to profile miRNA expression. Bowtie (version 1.1.1) and STAR (version 2.5.2.b^24^;) were used to align miRNA reads and mRNA reads, respectively to the bovine reference genome (ARS-UCD1.2). Aligned reads were subsequently quantified using miRDeep2 and STAR for miRNA and mRNA datasets, respectively. The R (v2.14.1) Bioconductor package, edgeR (version 3.26.7) was then used to determine miRNA and mRNA genes differentially expressed between HI and MOD calves. Differentially expressed genes were defined as those with a Benjamini–Hochberg false discovery rate (FDR) of less than 10% and a fold change value greater than 1.5. Target mRNA genes of differentially expressed miRNA were subsequently predicted using TargetScan (release 7.2; http://www.targetscan.org/vert_72/).

### Global proteomics analysis

A detailed description of the sample preparation and mass spectrometry analysis is provided in full in Coen et al.^20^. Proteins were extracted from pituitary tissue sample (average tissue weight of 80 mg per sample) using a tissue homogenizer (TissueLyser II, QIAGEN) and digested using a commercial iST Kit (PreOmics, Germany). Mass spectrometry analysis was subsequently undertaken on a Q Exactive HF-X mass spectrometer. Resultant raw mass spectrometry data were then processed using MaxQuant (version 1.6.2.3), followed by protein identification using the integrated Andromeda search engine^25^. The R package SRMService^26^ was used to normalise the data and subsequently compute differences in protein abundance between HI and MOD treatment groups.

### Integration of miRNA, mRNA and proteomic results

In order to evaluate the relationship between miRNA, mRNA and proteomic datasets an integrative analysis was conducted whereby differentially expressed miRNAs and their target mRNAs that were also differentially expressed were evaluated for their interactions within the proteomics data. A weighted co-expression network analysis (WGCNA) was then undertaken on the proteomics data and resultant networks mined for genes (which were targeted by differentially expressed miRNA) using the WGCNA R software program^27^. Label-free quantitation intensity values were firstly Log_2_ transformed in R. The automatic network construction and module detection method was subsequently used in WGCNA to generate unsigned co-expressed networks. Adjacency matrices of proteomics data were then calculated to reach scale-free topology of the network (R^2^ > 0.09) for the dataset by raising the co-expression matrix to a soft-threshold power of 15. The topology overlap matrix was then calculated, followed by application of average linkage hierarchical clustering to the topology overlap matrix resulting in the grouping of modules of co-expressed proteins. Modules or clusters of co-expressed proteins were then mined for genes of interest based on the relationship between differentially expressed miRNA and predicted target mRNA genes which were also differentially expressed.

### Biological pathways analysis

Ingenuity Pathway Analysis (IPA; Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis^28^) was used to determine biological pathways and functions enriched based on miRNA, mRNA and proteomic analyses of anterior pituitary of bull calves fed either a HI or MOD diet during early life.

## Results

### Animal performance

Full details related to animal performance during the trial including dietary intake, growth rates, hormone and metabolite profiles are presented in Coen et al.^21^. Briefly, over the course of the 10-week differential feeding trial HI calves consumed more milk replacer compared to MOD calves (P < 0.0001), resulting in greater growth rates for the HI calves (HI: 0.88 kg/d; MOD: 0.58 kg/d; P < 0.001). At euthanasia at 12 weeks of age, HI calves were 24.7% heavier than MOD calves (HI: 112.4 kg; MOD: 87.7 kg; P < 0.001). Pituitary weight was greater in HI calves compared to MOD (HI: 0.68 g; MOD: 0.54 g; P < 0.01).

### miRNA-seq analysis

miRNA sequencing resulted in the generation of an average of 14 million reads per sample, with an associated alignment rate of 92.5% on average. 

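Small RNA from the anterior pituitary, the hormone-secreting lobe of the gland, of 15 HI and 15 MOD calves was sequenced at 12 weeks of age, with 1 library per calf. From 2 weeks of age HI calves had received 1500 g of milk replacer with ad libitum concentrate, and MOD calves 500 g with at most 0.5 kg of concentrate per day. The authors trimmed adapters, kept reads of miRNA length, removed other short RNAs and counted reads on known bovine mature miRNAs with miRDeep2. The deposited table gave 1030 mature miRNAs as TMM-normalized CPM (counts per 1e+06 reads), of which 190 were at 0 in all 30 libraries. In each library at least 94.7% of the values checked were whole multiples of what 1 read is worth, so the reads could be recovered. Reads on miRNAs ranged from 6650492 to 11086524 in HI libraries (median 8672424) and from 7685030 to 9916490 in MOD libraries (median 8856734). The mean totals of the diets differed by 31198 reads (two-sided permutation test, p = 0.929). The read depth the paper gives counts the reads generated per sample, whereas the values here rest on the reads placed on miRNAs, 8694149 per library on average. A count of 3 reads, the limit that a count of 0 allows, was worth 0.266 to 0.419 CPM. Such limits cover counting error only. The TMM factors, which correct library totals for differences in composition, were 1.02 ± 0.0724 (SD, n = 15) in HI libraries and 0.979 ± 0.0313 (SD, n = 15) in MOD libraries (permutation p = 0.0254). The highest mean CPM belonged to miR-375, at 146057 CPM or 14.6% of a library, followed by miR-148a (9.33%), miR-26a (5.95%), miR-411a (5.21%) and miR-143 (4.86%). HI and MOD were compared with limma on log2(CPM + 1), a scale on which the change of low miRNAs is understated, for the 419 miRNAs that passed edgeR's filterByExpr on the recovered reads. These miRNAs held 99.99% of the reads. The libraries also differed along the order of the calves' label numbers, between the 9 highest numbers (5 HI and 4 MOD calves) and the other 21 (10 HI and 11 MOD calves). The differences between diets are therefore also given within these sets of libraries.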

Five miRNA were identified as differentially expressed between HI and MOD dietary treatment groups (FDR < 0.1; fold change > 1.5) (Table 1). Additionally, TargetScan analysis revealed predicted target mRNAs of the differentially expressed miRNA (Supplementary Table 1). 

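With limma and Benjamini-Hochberg adjustment, 2 of the 419 miRNAs tested passed FDR < 0.1 and fold change > 1.5. These were miR-10172-3p, which was higher in HI calves, and miR-205, which was lower. Without the fold change threshold 15 miRNAs passed FDR < 0.1, of which 8 were higher and 7 were lower in HI calves. That split depended on the scaling of the libraries. It was 3 higher and 26 lower with upper quartile normalization, and 16 higher and 2 lower on total counts. The count of 2 rose to 5 in edgeR's exact test on the recovered reads of the 446 miRNAs with more than 1 CPM in at least 10 libraries, a setting chosen after seeing the data. It was 4, with miR-144 and miR-451 added, in edgeR's quasi-likelihood test on the recovered reads, the test the design had named for raw counts. It fell to 0 when each miRNA was tested against a fold change of 1.5 with edgeR's glmTreat, in which 1 miRNA had an unadjusted p under 0.05. It was also 0 in limma with miR-486, a miRNA abundant in red blood cells, as a covariate, with 41 at an unadjusted p under 0.05. Because miR-486 was itself lower in HI calves (log2 fold change -0.27), that fit may remove part of the difference between diets. Across the 30 fits that each left out 1 calf the count ran from 2 to 4. In most of them miR-2419-3p, which the filter had left out of the 419, passed the filter and both thresholds. The filter was run again in each fit and asks for fewer libraries when a group is smaller. Without HI replicate AP92928, 4 miRNAs passed, among them miR-451 with FDR = 0.0840. Expression of miR-10172-3p was 4.93 ± 2.43 CPM in HI calves and 2.63 ± 0.884 CPM in MOD calves (SD, n = 15 each), from 19 to 84 reads per HI library and 11 to 39 per MOD library. Its log2 fold change was 0.65 (standard error 0.16, FDR = 0.0256 from limma), and 14 of the 15 HI calves lay above the MOD median. Without HI replicate AP27848 it was 0.57, under the fold change threshold. With miR-486 as a covariate it was 0.48 and no longer passed FDR < 0.1 (FDR = 0.135). Within the 21 libraries with lower label numbers the log2 difference was 0.71 (exact permutation test, p = 0.00197), and within the other 9 it was 0.47 (exact permutation test, p = 0.143). In the RefSeq annotation of ARS-UCD2.0 its gene lies inside BEGAIN. Expression of miR-451 was 159 ± 87.2 CPM in HI calves and 102 ± 34.8 CPM in MOD calves (SD, n = 15 each). Its log2 fold change of 0.55 (standard error 0.21) had an FDR of 0.190 from limma, so it did not pass FDR < 0.1, and 12 of the 15 HI calves lay above the MOD median. Within the 21 libraries the log2 difference was 0.72 (exact permutation test, p = 0.0196), and within the other 9 it was 0.19 (exact permutation test, p = 0.540). In edgeR's exact test on the same 419 miRNAs miR-451 passed, with a log2 fold change of 0.65 and FDR = 0.0664. Adjusted over the list alone, each of the 5 miRNAs of Table 1 had a limma p under 0.05, the highest being 0.0118 for miR-451. As the study chose the list on these libraries, this is not independent evidence.

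**Figure D1:**
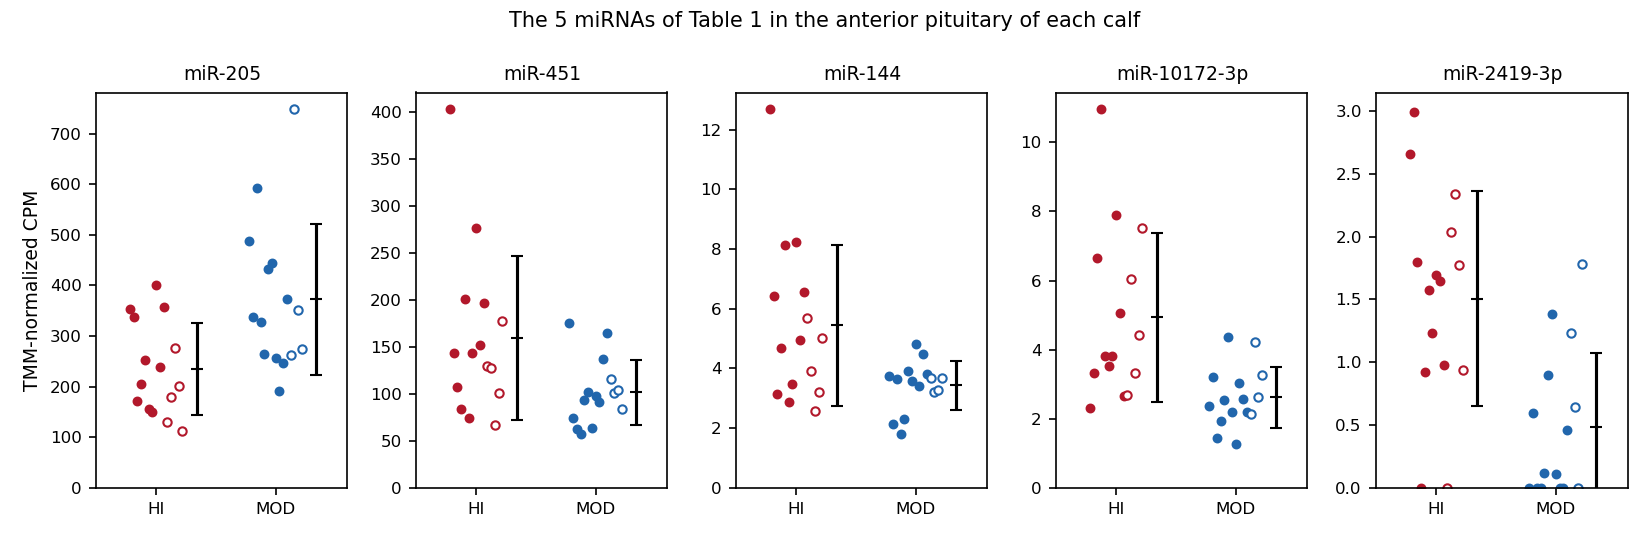
TMM-normalized CPM (y axis, linear, from 0) of the 5 miRNAs of Table 1 in each HI and MOD calf (x axis). Points are calves in the order of their label numbers, with open points for the 9 highest numbers, and the bar beside each diet is the mean ± SD of its 15 calves; the mean of miR-10172-3p is 4.93 CPM in HI and 2.63 CPM in MOD calves, with overlapping ranges. The lower end of the MOD bar of miR-2419-3p lies under 0 and is not drawn.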

Biochemical pathway analysis of target mRNA genes revealed significant enrichment (P < 0.05) of pathways including insulin receptor signalling, oxidative phosphorylation, GnRH signalling and both AMPK and sirtuin signalling. Details of all enriched pathways pertaining to mRNA targets of differentially expressed miRNA are outlined in full in Supplementary Table 2. Raw sequencing reads and gene counts for each sample utilised in this study have been deposited within NCBI’s Gene Expression Omnibus and are available through GEO ID GSE277616.

**Table 1:** Differentially expressed miRNA in the anterior pituitary of bull calves fed either a high or moderate plane of nutrition between 2–12 weeks of age.

miRNA	logFC	FDR
bta-miR-205	−0.65402	0.029068
bta-miR-451	0.660517	0.05134
bta-miR-144	0.672548	0.037952
bta-miR-10172-3p	0.916787	0.003388
bta-miR-2419-3p	1.606147	0.05134

### mRNA-seq analysis

An average of 71 million sequencing reads were generated through mRNA sequencing across all 30 samples. Alignment of trimmed sequencing reads to the bovine genome resulted in an average mapping rate of 87% across all samples. Following the removal of lowly expressed genes within edgeR, a total of 12,310 genes remained for differential expression analysis. EdgeR analysis resulted in the identification of 37 differentially expressed genes (FDR < 0.1; fold change > 1.5) between treatment groups. Differentially expressed genes and their fold changes are presented in Table 2. Of particular interest were *PCSK1*, *SERPINA1* and *CARTPT*, which through TargetScan analysis were identified as predicted mRNA targets of the differentially expressed miRNA, miR-205. Pathway analysis of differentially expressed genes revealed significant enrichment (P < 0.05) of biochemical pathways including those related to intracellular signalling such as G-protein coupled receptor signalling, tight junction signalling and cAMP-mediated signalling (Supplemental Table 3). Network analysis through IPA also revealed a network (Network 1, Supplemental Table 4) of interest related to endocrine system development and function, which is presented in Fig. 1. Additionally, biological functions affected included those related to endocrine system development and cellular proliferation (Supplemental Table 5), enriched endocrine functions are presented in Table 3. Raw sequencing reads and gene counts for each sample utilised in this study have been deposited within NCBI’s Gene Expression Omnibus and are available through GEO ID GSE278369.

**Table 2:** Differentially expressed mRNA in the anterior pituitary of bull calves fed either a high or moderate plane of nutrition between 2–12 weeks of age.

Gene ID	HGNC	logFC	FDR
ENSBTAG00000020247	*ADCYAP1R1*	1.077204	0.057934
ENSBTAG00000015340	*ANGPTL7*	1.769053	0.018859
ENSBTAG00000016227	*ASCL1*	0.687413	0.037683
ENSBTAG00000017716	*BEGAIN*	0.817097	0.066937
ENSBTAG00000010866	*BMPER*	−0.82555	0.056563
ENSBTAG00000050066	*C15H11orf87*	−0.58627	0.014882
ENSBTAG00000047486	*CARTPT*	1.537872	0.050582
ENSBTAG00000010793	*CCDC80*	0.626261	0.031957
ENSBTAG00000044073	*CD248*	0.675041	0.086867
ENSBTAG00000021487	*CIART*	−0.8022	0.012698
ENSBTAG00000038854	*CLEC2L*	0.825923	0.091294
ENSBTAG00000005784	*CSMD2*	0.775683	0.066937
ENSBTAG00000002110	*DMGDH*	0.731489	0.025773
ENSBTAG00000051577	*FAM163B*	0.920355	0.014732
ENSBTAG00000004322	*FOS*	−1.23949	0.060747
ENSBTAG00000018948	*HIF3 A*	−0.92856	7.87E-04
ENSBTAG00000011377	*KCNMB2*	−1.19188	2.17E-04
ENSBTAG00000026344	*MAFA*	1.207624	0.064364
ENSBTAG00000012252	*MOCOS*	0.606357	0.060179
ENSBTAG00000040053	*MYH6*	1.3613	2.66E-04
ENSBTAG00000010277	*NKX2-2*	−0.68884	0.037683
ENSBTAG00000008940	*NPTX1*	0.814389	0.091294
ENSBTAG00000012630	*PAMR1*	0.674305	2.66E-04
ENSBTAG00000051421	*PCP4*	0.673546	0.036857
ENSBTAG00000020843	*PCSK1*	0.830524	0.031957
ENSBTAG00000020257	*PTPN5*	−0.67161	0.012945
ENSBTAG00000046277	*RGS4*	0.908697	0.032415
ENSBTAG00000018843	*SERPINA1*	1.111508	0.024524
ENSBTAG00000051461	*SERTM1*	−0.61811	0.037683
ENSBTAG00000005260	*SPP1*	−0.74628	2.17E-04
ENSBTAG00000020060	*TXNIP*	−0.62066	0.003102
ENSBTAG00000037649	*VIPR2*	0.949573	0.040099
ENSBTAG00000006232	*WDR86*	0.869414	0.032415
ENSBTAG00000049788	*WFDC1*	0.972585	0.056563
ENSBTAG00000010820	*WNT11*	−0.78139	0.064364
ENSBTAG00000048515		−1.02974	0.034944
ENSBTAG00000051317		1.156499	0.014882

**Table 3:** Endocrine functions enriched based on differentially expressed mRNA in the anterior pituitary of 12-week-old bull calves fed either a high or moderate plane of nutrition.

Diseases or functions annotation	p-value	Molecules
Glucose tolerance	1.67E-06	*ADCYAP1R1,CARTPT,CCDC80,MAFA,PCSK1,SPP1,TXNIP*
Quantity of insulin in blood	3.28E-05	*ADCYAP1R1,CARTPT,CCDC80,PCSK1,SPP1*
Differentiation of neuroendocrine cells	3.88E-05	*ASCL1,NKX2-2,WNT11*
Secretion of hormone	0.000142	*CARTPT,MAFA,NKX2-2,RGS4*
Concentration of hormone	0.000147	*ADCYAP1R1,CARTPT,CCDC80,PCSK1,SPP1,VIPR2*
Depolarization of lutenizing hormone-releasing hormone neurons	0.00143	*CARTPT*
Dispersion of endocrine cell lines	0.00286	*SPP1*
Development of chromaffin cells	0.00286	*ASCL1*
Regulation of endocrine system	0.00286	*CARTPT*
Differentiation of chromaffin cells	0.00286	*ASCL1*
Insulin sensitivity	0.00476	*SPP1,TXNIP,VIPR2*
Catabolism of androgen	0.00713	*SPP1*

**Fig. 1:**
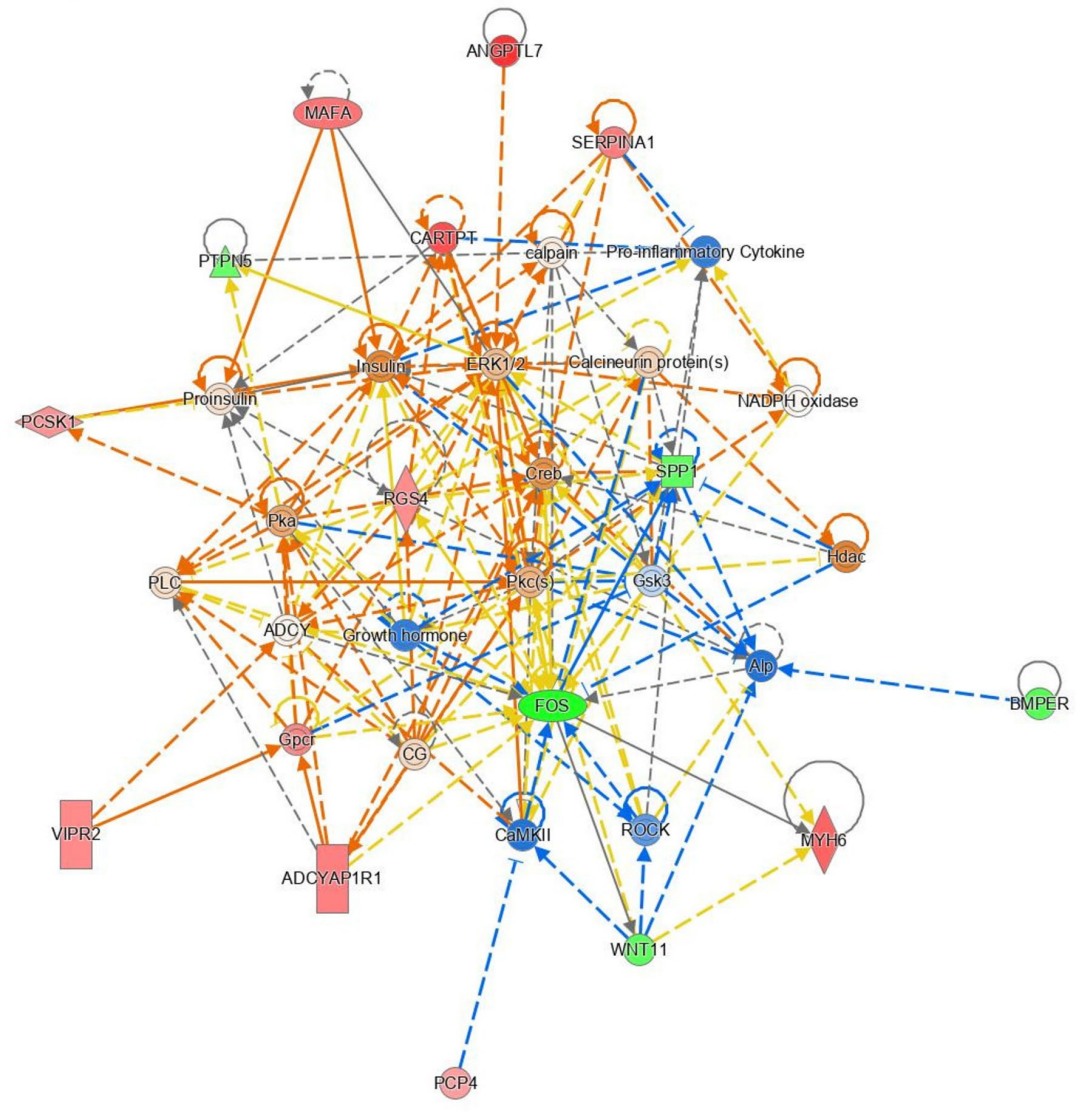
Network of genes involved in endocrine system development and function altered in the anterior pituitary of bull calves offered high or moderate planes of nutrition for the first 12 weeks of life. The network (network 1) is displayed graphically as nodes (genes). The node colour intensity indicates the expression of genes, with green representing down-regulation in calves fed the high plane of nutrition compared to those fed a moderate plane of nutrition up to 12 weeks of age. The network image was generated through the use of Ingenuity Pathway Analysis (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis)^21^.

### Global proteomic analysis

Protein quantification and identification, undertaken through MaxQuant software (v1.6.2.3), resulted in the identification of 4,132 proteins across the anterior pituitary samples examined. The total number of proteins represents those with at least two peptides and a maximum of 10 missing values per protein. However despite the identification of 4,132 proteins, no protein passed multiple testing correction to be deemed statistically significantly different between the two dietary treatment groups (adj. P-value 0.1; fold change > 1.5). The full list of proteins identified in the anterior pituitary tissue and their associated uncorrected p-values are presented in Supplemental Table 6. Proteomics data generated in this analysis have been uploaded to the ProteomeXchange Consortium via the PRIDE (http://www.ebi.ac.uk/pride) partner repository^29^ with the data identifier PXD055940.

### Integrative network analyses

Co-regulatory network analysis of proteomics data resulted in the formation of 12 separate networks of proteins. Correlated, co-regulated proteins within each network are detailed in full in Supplementary Table 7. 

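Expression of miR-205 was 235 ± 91.7 CPM in HI calves and 373 ± 149 CPM in MOD calves (SD, n = 15 each), from 1085 to 3557 reads per HI library and from 1580 to 5846 per MOD library, and none of these reads were shared fractionally with another miRNA. The log2 fold change was -0.67 (standard error 0.19, FDR = 0.0424 from limma with Benjamini-Hochberg adjustment). Of the 15 HI calves, 3 lay above the MOD median and 6 lay below the lowest MOD calf, and the ranges overlap. The difference in means was larger than most random splits of the calves give (two-sided permutation test of the mean log2 value, unadjusted p = 0.00245). Since the study chose miR-205 on these same libraries, this p is not independent evidence. Within the 21 libraries with lower calf label numbers the log2 difference was -0.47 (exact permutation test, p = 0.0502), and within the other 9 it was -1.11 (exact permutation test, p = 0.0317). With each calf left out in turn, the log2 fold change stayed between -0.74 and -0.60. With miR-486, a miRNA abundant in red blood cells, as a covariate it was -0.49 and no longer passed FDR < 0.1 (FDR = 0.303). This covariate overlaps with diet, since miR-486 was itself lower in HI calves (log2 fold change -0.27, FDR = 0.274 from limma). With it the log2 fold changes of miR-451 and miR-144, also miRNAs of red blood cells, were 0.54 and 0.47, against 0.55 and 0.46 without it. The fit therefore cannot tell whether blood accounts for the lower miR-205.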

As mentioned above, one miRNA, miR-205 as well as three of its corresponding target mRNA genes, *PCSK1*, *SERPINA1*, and *CARTPT* were differentially expressed between the HI and MOD dietary groups, suggesting a direct relationship between the miRNA and predicted target mRNA genes. Moreover, through the network analysis of the proteomics dataset, PCSK1, SERPINA1, and CARTPT were identified as hub proteins across three separate networks of co-regulated proteins. Proteins directly interacting with PCSK1, SERPINA1 and CARTPT are presented in Fig. 2.

**Fig. 2:**
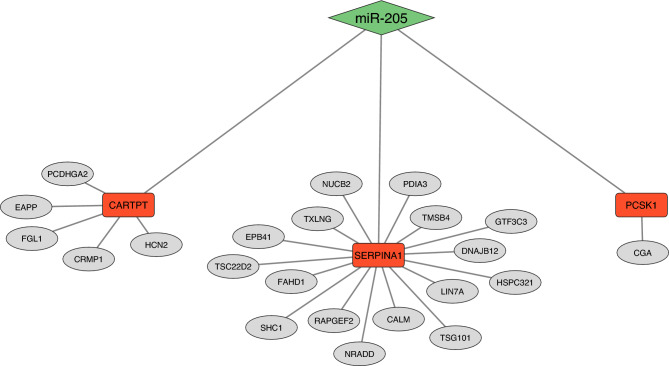
Interaction between miR-250, *CARTPT*, *PCSK1* and *SERPINA1* across miRNA, mRNA and proteomic datasets. miR-250 (green node) was down-regulated in the HI calves, whilst predicted target genes of miR-250 (*PCSK1*, *CARTPT* and *SERPINA1*) were up-regulated (red nodes) in the same group, indicated a direct relationship between these genes. Proteins interacting with PCSK1, CARTPT and SERPINA1 derived from the co-regulatory network analysis are also presented (grey nodes).

## Discussion

Enhanced metabolic status during the early life period is known to elicit earlier reproductive development and consequently earlier sexual maturation in bull calves^5,14^. This effect is mediated though metabolic cues from peripheral tissues signalling to the hypothalamus, which in turn stimulate synthesis and secretion of GnRH, gonadotropin release and ultimately eliciting the final downstream effects on the testes. Indeed, enhanced early life nutrition in the calves used in the current study resulted in earlier development of the testes as evidenced by greater weight of the testes in the HI calves^20^, and this effect has been replicated in other studies conducted using independent populations of bull calves^16–18^. However, although indices of advanced reproductive development were apparent in the aforementioned studies, evidence for an effect of enhanced nutrition on the molecular regulation of the anterior pituitary gland function has been limited. For example, differential expression of genes that are key drivers of this effect within the pituitary including for example FSH, LH, and GnRH receptor (GnRHR) was not observed in either the current study nor that of English et al.^16,18^. Despite this, differential feeding in the current study resulted in the enrichment of the G-protein coupled receptor (GPCR) signalling pathway in the anterior pituitary. The GnRH receptor belongs to the GPCR family of signalling molecules^30,31^ which regulate a diverse array of physiological functions and ligands, but equally are highly conserved in their common function of transducing an extracellular signal across a biological membrane via a change in receptor protein conformation^32,33^. The enrichment of the GPCR signalling pathway in the current study is a consequence of the differential expression of protein coding genes including *ADCYAP1R1, FOS, RGS4 and VIPR2*, all of which were up-regulated in the HI calves, with the exception of *FOS* which displayed greater expression in the MOD calves. The up-regulation of *ADCYAP1R1, RGS4* and *VIPR2* suggests an overall up-regulation of the GPCR signalling pathway in the HI calves, apparent through the specific functions of each of these genes. For example, *ADCYAP1R1* encodes a type 1 adenylate cyclase activating polypeptide receptor, *RGS4* functions as a regulator of G protein signalling and *VIPR2* encodes a G protein receptor. Indeed differential expression of *ADCYAP1R1* was of particular interest as this protein has previously been shown to regulate the release of various pituitary-derived hormones. For example PACAP, the protein encoded by *ADCYAP1R1* can lead to increased mRNA expression of the β subunit of LH (LHB) as well as the α subunit of LHB (*CGA* gene) as well as regulating the transcription of FSHB and GnRHR^34^. Overall the differential expression of the aforementioned protein-coding genes suggests a greater requirement for GPCR signalling in the HI calves and, when combined with the greater expression of *ADCYAP1R1*, suggests greater potential for transcription of gonadotropins in the HI calves, which was evident from the systemic concentrations of these hormones in the calves used in this study^21^. However it must be noted that our analysis was conducted on tissue samples and not on individual cell types within the anterior pituitary, thus it is not possible to determine if the differential expression of genes within the GPCR signalling pathway were specifically related to gonadotrophs within the anterior pituitary, and may be attributed to other cell types within the anterior pituitary including for example somatotrophs, which comprise the largest cell population within the anterior pituitary as well as thyrotrophs or corticotrophs.

In addition to the aforementioned effect of plane of nutrition on genes involved in GPCR signalling, differential expression of protein coding genes involved in endocrine functions was also apparent in the pituitary between the HI and MOD calves. This was evident through the enrichment of biological functions associated with endocrine system development and function (Table 3) as well as through network 1 (Fig. 1) which included genes involved in endocrine system development, function and organ morphology. Indeed, Fig. 1 also contains differentially expressed genes of the G protein-coupled receptor signalling pathway further establishing a role for these genes towards endocrine or hormone processing within the anterior pituitary. Interestingly, Fig. 1 also includes the hormones insulin and growth hormone (GH). Growth hormone is known to elicit its anabolic effect through stimulation of insulin as well as IGF-1. Thus, the inclusion of both insulin and GH within Fig. 1 may indicate a contribution of insulin towards growth of the pituitary gland as a consequence of enhanced early life dietary intake. Although GH was not measured in the calves used in this study, systemic concentrations of insulin, glucose and IGF-1 were all greater in the HI calves^21^. Indeed pathway analysis of the differentially expressed protein coding genes highlighted enrichment of the cellular growth and proliferation function between calves fed different planes of nutrition. Moreover, the pituitary gland was heavier (on an absolute basis) in the HI calves used in the current study; thus insulin and GH/IGF-1 may be contributing to this growth. Indeed both insulin and IGF-1 have been shown to act directly on the HPT signalling axis, influencing reproductive development. For example, temporal secretion patterns of IGF-1 and LH were reported in Holstein–Friesian bulls, highlighting the role of IGF-1 in the regulation of the early gonadotropin rise and subsequent reproductive development^5^, whilst treatment with IGF-1 has been shown to increase LH secretion in castrated rams^35^. Additionally, Dance et al.^5^ observed a relationship between the combination of IGF-1 and FSH on proliferation of Sertoli cells cultured in vitro from testicular tissue of 8-week old calves. Furthermore, insulin has been shown to impact reproductive signalling. For example in a study conducted on rams, Blanche et al.^36^ reported a relationship between improved nutrition and subsequent increased circulating insulin concentrations with increased GnRH and LH secretion. Moreover, using mice developed with a neuron-specific disruption in the insulin receptor gene, Bruning et al.^37^ reported a 60% reduction in plasma concentrations of LH and impaired spermatogenesis as well as a reduction in the number of Leydig cells within the testes, when compared to wild type mice, highlighting the influence of insulin on reproductive signalling and development across the pituitary and testes tissues. However as stated above, our analyses were conducted on tissue samples that contain a heterogeneous complement of cell types, thus it is not possible to attribute differences related to growth processes as directly derived from somatotropic related processes. In the current study the role of insulin towards mediating earlier reproductive development is, however, further supported through the identification of insulin as an upstream regulator of the *ADCYAP1R1* gene, which as mentioned above has functions in the transcription of the gonadotropins. Furthermore, the importance of insulin to earlier gonadotropin secretion within the anterior pituitary^6,7,38^ is further apparent through the biological functions associated with endocrine system development and function (Table 3), which included those related to glucose tolerance and quantity of insulin in blood, as well as other functions related to hormone secretion and concentration of hormones in general. Across each of these functions, two genes were of particular interest, namely *CARTPT* and *PCSK1*, both of which were up-regulated in the HI calves. *CARTPT* encodes a preprotein that is proteolytically processed to generate multiple biologically active peptides, with the peptides involved in diverse physiological functions including appetite, energy balance, maintenance of body weight and the stress response. *CARTPT* is a satiety factor closely associated with the actions of leptin and NPY; this anorectic peptide inhibits both normal and starvation-induced feeding and completely blocks the appetite response induced by NPY and regulated by leptin in the hypothalamus. Similarly, in a contemporary study undertaken in heifer calves offered similar contrasting dietary regimens up to 22 weeks of age, greater expression of genes related to satiety was evident within the hypothalamus of heifers fed the higher plane of nutrition^39^. Moreover, *CARTPT* was identified within an anterior pituitary gene co-expression network, which was positively correlated with indices of earlier reproductive development in bull calves including stage of spermatogenesis and systemic concentrations of LH^40^, implicating this gene in reproductive development in early life. *PCSK1* encodes a member of the subtilisen-like proprotein convertase family which includes proteases that process protein and peptide precursors trafficking through a secretory pathway. Specifically, *PCSK1* is involved in the processing of hormones and other protein precursors with relevant substrates including the appetite suppressing proopiomelanocortin (POMC), somatostatin, insulin and agouti-related protein (AGRP), which function in the stimulation of appetite. Similarly, in a study evaluating the effect of enhanced early life nutrition in bull calves up to 18 weeks of age^16^, *PCSK1* was also upregulated in the anterior pituitary of calves offered the higher plane of nutrition. Moreover, *PCSK1* was included within a gene co-expression network which was positively associated with systemic concentrations of both testosterone and LH as well as with markers of testicular development (stage of spermatogenesis, Sertoli cell number)^40^. Taken together, these findings indicate an enhanced endocrine function within the HI calves, with higher insulin concentrations potentially driving this effect. Moreover, results indicate satiety within the HI calves compared to the MOD fed calves, which may facilitate a precocious commencement of reproductive development neuroendocrine signalling as a consequence of enhanced metabolic status in early life.

The differential expression of some of the aforementioned genes may have been a direct effect of the differential expression of miRNA between HI and MOD calves in the current study. For example miR-144 was up-regulated in HI calves with corresponding target mRNA genes (*FOS*, *KCNMB2*, *PTPN5*) all down-regulated in the same calves. Similarly, greater expression of miR-2419-3p and lower expression of miR-205 in the HI calves coincided with differential expression of target genes including lower expression of *HIF3A* and greater expression of *CARTPT*, *PCSK1* and *SERPINA1*, respectively. 

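Expression of miR-144 was 5.44 ± 2.70 CPM in HI calves and 3.43 ± 0.819 CPM in MOD calves (SD, n = 15 each), from 21 to 110 reads per HI library and 15 to 45 per MOD library. The log2 fold change on the log2(CPM + 1) scale was 0.46 (standard error 0.15), with FDR = 0.115 from limma, so it did not pass FDR < 0.1. A total of 10 HI calves lay above the MOD median and 8 above the highest MOD calf. In limma it passed FDR < 0.1, but not the fold change threshold, on total counts (FDR = 0.0960), with library sizes without the 5 most abundant miRNAs (FDR = 0.0911), and with the set of 9 libraries as a block, chosen after seeing the data (FDR = 0.0895). It did so in 6 of the 30 fits that each left out 1 calf, whose FDR ran from 0.0516 without HI replicate AP92928 to 0.212 without HI replicate AP27864. With the label number range as a block the FDR was 0.339. In edgeR's exact test on the recovered reads the log2 fold change was 0.66 with FDR = 0.0401, past both thresholds. Within the 21 libraries with lower label numbers the log2 difference was 0.61 (exact permutation test, p = 0.00679), and within the other 9 it was 0.15 (exact permutation test, p = 0.429). The genes of miR-144 and miR-451 are next to each other in the RefSeq annotation of ARS-UCD2.0. From the opposite directions of change of this miRNA and its predicted target genes, the paper proposes a potential relationship between them.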

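Expression of miR-2419-3p was 1.51 ± 0.857 CPM in HI calves and 0.482 ± 0.594 CPM in MOD calves (SD, n = 15 each). Of the 5 it had the lowest mean CPM, with a median of 14 reads per HI library and of 1 read per MOD library, and a highest count of 28 reads. A total of 2 HI and 6 MOD libraries had 0 reads. At or under 3 reads, the limit that a count of 0 allows, were 2 HI and 8 MOD libraries (Fisher's exact test, p = 0.0502). The filter on low counts left it out of the 419 miRNAs tested. With no filter, over 839 miRNAs, its log2 fold change on the log2(CPM + 1) scale was 0.76 (standard error 0.20, FDR = 0.0560 from limma), and 13 of the 15 HI calves lay above the MOD median. With a pseudocount of 0.1 in place of 1, chosen after seeing the data, it was 1.86 with FDR = 0.124. Within the 21 libraries with lower label numbers the log2 difference was 0.93 (exact permutation test, p = 0.000936), and within the other 9 it was 0.32 (exact permutation test, p = 0.516).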

The differential direction of effect between the differentially expressed miRNA and their target genes, which were also differentially expressed, indicates a potential relationship between the miRNA and their target mRNA. Whilst some of the miRNA identified as differentially expressed between the HI and MOD groups have previously been implicated in other effects in cattle, the current study is the first report of miRNAs related to the intersection between metabolic status and reproductive development as a consequence of enhanced early life nutrition. For example, evidence for an involvement of the differentially expressed miRNAs and metabolism is established through the differential expression of miR-205, which has been shown to have important functions towards adipogenesis and lipid metabolism in hepatic tissue^41^ and miR-2419-3p which was previously reported as associated with fatty acid profiles in muscle^42^ as well as regulating fatty acid composition in Nellore cattle^43^. Additionally, miR-2419-3p was also up-regulated in the arcuate nucleus region of the hypothalamus in the HI calves used in the current study^19^, highlighting a function for this miRNA based on prevailing dietary intake. Moreover, miR-205 and miR-451 were both differentially expressed in follicular fluid of cows divergent for post-calving metabolic status^44^, highlighting a possible role for these miRNA as intermediaries in the interplay between metabolic homeostasis and reproductive function. Furthermore, a role for the differentially expressed miRNAs in the current study towards reproductive development and function has previously been established. For example, Ye et al.^45^ observed miR-451 to be up-regulated in pituitary cells in pigs following treatment with GnRH. Moreover, Gao et al.^46^ observed differential expression of miR-144 between neonatal and mature bovine testes, highlighting a possible role for this miRNA in testicular development. Indeed, the varying roles of the differentially expressed miRNA reported in the current study are further established through the diverse pathways enriched based on the target genes for each miRNA outlined in Supplementary Table 3. Overall, miRNA differentially expressed between HI and MOD dietary groups suggest a role towards mediating the intersection between metabolic status and subsequent reproductive development, with miRNAs potentially controlling the differential expression of protein coding genes identified within the pituitary also.

Despite identifying over four thousand proteins within the anterior pituitary tissue following global proteomics analysis, none were identified as significantly differentially abundant between the HI and MOD dietary groups once correction of p-values for multiple testing was applied. Notwithstanding this outcome, a secondary objective of this study was to evaluate the interaction amongst proteins identified within the anterior pituitary. Of particular interest were proteins whose mRNA expression may have been affected by corresponding miRNA expression. This resulted in a focus on the target genes of miR-205 including *SERPINA1*, *PCSK1* and *CARTPT*, which encode proteins identified as hub proteins within three separate networks of co-regulated proteins following co-regulatory network analysis of the anterior pituitary proteome. Whilst the functions of both PCSK1 and CARTPT have been described above, SERPINA1 is a serine protease inhibitor belonging to the serpin superfamily of protease inhibitors. While each of these proteins were identified as hub proteins in their respective networks, their potential impact varied with differences in the number of interactions for each protein. Specifically, CARTPT was identified as regulating five other proteins, whilst SERPINA1 was regulating sixteen proteins while at the same time also being regulated by a large number of other proteins, with PCSK1 regulating only one other protein. CARTPT, the protein previously described in relation to satiety was co-regulated with proteins involved in neurodevelopment and the establishment of neuronal connections within the brain, including CRMP1 and PCDHGA2. Moreover, CARTPT was also regulating the abundance of EAPP, a protein involved in cellular proliferation, suggesting that the increased dietary intake above maintenance nutrient requirements in the HI calves may have resulted in a state of metabolic satiety allowing the energy to be diverted towards brain tissue development and growth. Interestingly, CARTPT was also co-regulated with HCN2, which is a potassium and sodium ion channel, involved in GnRH secretion from the hypothalamus through hyperpolarisation-activated currents within GnRH neurons. Furthermore, in addition to its role in GnRH secretion, studies have shown a potential role for such ion channels, including HCN2, towards rhythmic hyperpolarisations of pituitary gonadotropes^47,48^, potentially indicating a role for CARTPT and HCN2 in modulating the effect of enhanced metabolic status with earlier reproductive development. Additionally, SERPINA1 may also represent an intersection between metabolic status with earlier reproductive development. This was apparent through the enrichment of pathways from the interactions of SERPINA1, including those related to metabolism, namely sirtuin and AMPK signalling pathways as well as those involved in hormone processing and reproductive signalling (synaptogenesis signalling, GnRH signalling and opioid signalling). Interestingly, SERPINA1 was co-regulated with proteins that have previously been implicated in pubertal development in cattle. Specifically, SERPINA1 was regulating TSG101, whilst SCG3 was regulating SERPINA1. Indeed, Dias et al.^49^ reported SNPs within both of these genes as being associated with puberty attainment in cattle. Furthermore, an evaluation of anterior pituitary gene co-expression networks in a contemporary study undertaken with bull calves up to 18 weeks of age reported a network containing *SCG3* as significantly positively correlated with greater systemic concentrations of testosterone and LH, as well as markers of testicular development including Sertoli cell number and stage of spermatogenesis^40^, highlighting the potential importance of SCG3 towards earlier reproductive development as a consequence of enhanced early life nutrition. Finally, although PCSK1 was identified as regulating only one other protein, the specific protein, CGA, is the α subunit for the gonadotropes, FSH, LH as well as for thyroid stimulating hormone. Thus, given the role of PCSK1 towards the processing of hormones, the interaction between PCSK1 and CGA is of interest in relation to the effect of enhanced early life nutrition on earlier reproductive development in bull calves. Moreover, in a contemporary study undertaken in heifer calves fed differentially up to 22 weeks of age, *CGA* expression in the arcuate nucleus region of the hypothalamus was up-regulated in calves fed a high plane of nutrition compared to a moderately fed group^39^, highlighting the role of CGA towards mediating metabolic status with earlier reproductive development.

## Conclusions

Results from this study show a clear effect of enhanced dietary intake up to 12 weeks of age on the transcriptome and proteome of the anterior pituitary gland. Differentially expressed protein coding genes between HI and MOD calves resulted in an enrichment of G-protein coupled receptor signalling, which is involved in GnRH receptor signalling, as well as an enrichment of processes related to neuroendocrine system development and function, highlighting a potentially important role for insulin in driving the differential gene expression profiles observed. Additionally, differentially expressed miRNA between HI and MOD dietary groups suggest a potential role towards mediating the intersection between metabolic status and subsequent reproductive development. Moreover, through the integration of miRNA and mRNA results, with proteomic data, an effect of the miR-205 miRNA on the expression of *PCSK1*, *SERPINA1* and *CARTPT* was established, with co-regulatory network analysis of the proteomic data further highlighting a role for these proteins in mediating enhanced metabolic status with earlier reproductive signalling. The data generated in this study broaden our knowledge in relation to potential molecular processes mediating the cross-talk between metabolic status and reproductive development. However, although the results generated in this study reveal interesting insights into the molecular response of the anterior pituitary gland to plane of nutrition during early life, the data generated is limited by the lack of information related to potential alterations to the proportion of various cells types within the anterior pituitary tissue. Specifically, it was not possible to infer whether proportions of cells including, gonadotrophs, thyrotrophs and somatotrophs, were impacted by augmented early life nutrition during early life, which may ultimately impact the propensity for production of specific hormones produced and secreted by these various cell types which may in turn impact development of other tissues or biochemical processes throughout the body, for example production of testosterone within the testes. Thus, further work is warranted in relation to uncovering any potential effect of enhanced early life nutrition on the population of the various cell types within the anterior pituitary gland. However, despite the aforementioned limitations, results generated in this study provide novel information of the underlying biology governing the anterior pituitary response to enhanced early life nutrition. Furthermore, these data contribute to the selection of robust biomarkers which may hold potential for the identification of bulls with superior genetic potential for earlier onset of puberty as a consequence of early life plane of nutrition.

## Supplementary Information

Supplementary Information.

## Data Availability

The sequencing data underlying this article are available in NCBI’s Gene Expression Omnibus at [https://www.ncbi.nlm.nih.gov/geo/] and is publicly available and can be accessed with unique GEO ID [GSE278369] and [GSE277616]. Proteomics data generated in this analysis have been uploaded to the ProteomeXchange Consortium via the PRIDE [http://www.ebi.ac.uk/pride] partner repository^22^ with the data identifier: PXD055940.

How the deposited data were processed for this re-analysis (not part of the article)

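Small RNA sequencing of the anterior pituitary of 30 Holstein-Friesian bull calves was analysed, 15 on the HI and 15 on the MOD diet from 2 to 12 weeks of age. The condition of each library was taken from its label. The mRNA and protein data of the paper were not analysed here.

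The authors removed adapters with Cutadapt, kept reads of miRNA length, removed reads of other short RNAs, and quantified known bovine miRNAs with miRDeep2 against ARS-UCD1.2. The deposited values are a normalized signal per mature miRNA and library, CPM scaled by TMM factors, made by the authors before deposition and not raw counts. There were 1030 miRNA names, none repeated, and 840 were above 0 in at least 1 library. The column sums ranged from 828807 to 1090510, and the geometric mean of the factors that this implies was 1. Whole reads were recovered from the step between low values in each library. At least 94.7% of the values checked in a library came out whole, and the rest were fractions of reads, as results when a read is divided between near-identical miRNAs. The recovery was tested on 20 simulated libraries with known totals and gave the total in 20 of them. The TMM factors that edgeR computed from the recovered reads differed from the deposited ones by at most 2.55e-06. No 2 libraries were copies of one another, since over the 435 pairs the chi-square per degree of freedom was at least 85.5.

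Depth was 6650492 to 11086524 reads on miRNAs per library, so that 3 reads, the limit that a count of 0 allows, were worth 0.266 to 0.419 CPM.

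The design written before the data were examined named edgeR's quasi-likelihood test on raw counts. As the values were not counts, the comparison used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) on log2(CPM + 1) of the 419 miRNAs that passed edgeR's filterByExpr by diet on the recovered reads. The quasi-likelihood test on the recovered reads, rounded to whole numbers, was run beside it with edgeR 4.0.16. Thresholds were those of the paper's methods, FDR < 0.1 with Benjamini-Hochberg adjustment and a fold change above 1.5 in either direction. Fold changes are HI against MOD on the log2(CPM + 1) scale. In simulated data for the same 419 miRNAs, 200 were changed by a fold of 1.5. At FDR < 0.1 alone limma called 188 of the 200 in the right direction and 10 unchanged ones. With none changed it called 1. So many changed miRNAs make the adjustment easier to pass than in the calves, where 15 passed FDR < 0.1. The miRNAs were also drawn independently of each other, without the split in label order. These rates are therefore not the power in the real data. The median absolute log2 fold change of the changed ones came out at 0.552, under the fold change threshold of 0.585. Single values were compared with a two-sided permutation test of 1e+05 resamples, and within the sets of 21 and 9 libraries with exact two-sided permutation tests.

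The alternatives were other tests (edgeR's likelihood ratio, exact, robust quasi-likelihood and glmTreat tests, limma-voom, and DESeq2 1.42.0), other scalings, other filters on low values, a pseudocount of 0.1, covariates (label number range, log2 total count, miR-486, and the set of 9 libraries), and 30 fits that each left out 1 calf. The label number range is the group of 4 into which the digits of the calf labels fall. It was used as a block because the calves came from several farms and the labels do not say which.

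The named miRNAs are the 5 of Table 1, any other the paper names, those past both thresholds, the 5 with the highest mean CPM, and the members of a marker list where it is discussed. Any other was chosen after its values were seen. The 10 marker lists (red blood cell, white blood cell, striated muscle, neural, stratified epithelium, epithelial miR-200 family, stromal, endothelial, pituitary endocrine and liver) were written before the data were examined. The 8 lists with at least 2 tested members were compared with limma's fry, with camera as the alternative. In the stratified epithelium list miR-205 was the only tested member, and in the liver list miR-122 did not pass the filter, with a highest value of 0.209 CPM.

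The RefSeq gene table of ARS-UCD2.0, another build than that of the paper, was used only for names and for which genes neighbour each other; 408 of the 419 tested miRNAs matched a gene in it. Positions and seed matches in 3' UTRs were not analysed here. The lists of predicted targets were held only in part, so no overlap was tested on them.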

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

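The tests of the set of 9 libraries as a block, and those of diet, label number range and label order, were chosen only after the result was seen; the others were written down before their own results were seen.

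Outside Table 1, 13 miRNAs passed FDR < 0.1 between HI and MOD calves in limma, a signal in miRNAs that the paper does not report. Of these, 7 were higher and 6 were lower in HI calves, and none reached a fold change of 1.5: their absolute log2 fold changes ran from 0.13 to 0.49. Apart from miR-26a, which is among the 5 with the highest mean CPM, they fall outside the naming rule. The 3 given in this paragraph were chosen after their values were seen. The lowest p belonged to miR-195, at 153 ± 33.8 CPM in HI and 114 ± 17.5 CPM in MOD calves (SD, n = 15 each), with a log2 fold change of 0.41 (standard error 0.09, FDR = 0.0177 from limma) and 15 of the 15 HI calves above the MOD median. Its neighbour in the RefSeq annotation of ARS-UCD2.0, miR-497, rose by 0.37 (standard error 0.09, FDR = 0.0256), with 14 of 15 HI calves above the MOD median, so the 13 are not 13 separate loci. The largest change was that of miR-34a, 0.49 (standard error 0.12, FDR = 0.0256), with 14 of 15 HI calves above the MOD median.

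Of 100 splits of the 30 calves into 15 and 15, the real one included, 1 gave as many as 15 miRNAs at FDR < 0.1, the real one, and the highest count among the others was 1. The same held for the 2 miRNAs past both thresholds, which 1 of 100 splits reached, again the real one. With the set of 9 libraries as a block, 13 of the 13 kept FDR < 0.1, which argues against that set as their source. Of the covariates set before the data were examined, log2 total count also left 13, but the label number range as a block left 9 and miR-486 left 9. Whether that is lost power or a source of part of the signal was not tested. Fractions of reads, a sign of reads shared with near-identical miRNAs, were found for 3 of the 13 (miR-101, miR-26a and miR-378). Reads counted in full for each of 2 near-identical miRNAs would leave no fraction, so sharing is not excluded for the others. The scaling of the libraries also matters. On total counts 8 of the 13 kept FDR < 0.1, and 2 (miR-195 and miR-34a) kept it under each of 4 other scalings. The scaling is thus an unlikely cause of the whole pattern, but the FDR of 11 of the 13 depends on it. Each scaling shifts nearly all miRNAs by the same amount, less than any of the 13 changes, so their unchanged direction decides nothing. A response to the diet remains as a hypothesis for these miRNAs. A difference in cell composition is also open; none of the 8 marker lists tested passed FDR < 0.1.

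The libraries also split on something other than diet. The 9 calves with the highest label numbers (5 HI and 4 MOD) differed from the other 21 in 109 of the 419 miRNAs at FDR < 0.1, with diet in the model. Of these, 49 were higher and 60 lower in the 9, against 15 miRNAs for diet. The 109 are not all separate signals. For example, miR-23b-3p and miR-10174-3p had nearly the same values, with means of 1407 and 1412 CPM in the 9. The miRNAs named here were chosen after their values were seen. In the 9 libraries miR-99b was at 6407 to 9694 CPM, and in the other 21 at 4116 to 5185 CPM, without overlap. A total of 5 miRNAs did not overlap between the sets; another was miR-10a, at 3.52 ± 0.914 CPM (SD, n = 9) against 18.9 ± 22.4 CPM (SD, n = 21).

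With the label number range added to the model, 103 miRNAs passed FDR < 0.1 for the set, and with log2 total reads 105. Their overlap with the 109 was not counted. As so many passed with the range or the depth in the model, neither accounts for the whole split. Diet is nearly balanced over the sets, and the 109 were found with diet in the model. Of 100 splits of the libraries into 9 and 21, 1 gave as many miRNAs, the real one, and the highest count among the others was 5. As the set was chosen from the values, this split count is not independent evidence. All 9 libraries above the largest gap in miR-99b form 1 unbroken run at the end of the label order, which is consistent with handling in label order, for example in library batches, as a candidate explanation. A boundary 1 calf later in the label order gave 114 miRNAs. The calf concerned, MOD replicate AP73759, had 9552 CPM of miR-99b, above the range of the 21, but the boundary was itself chosen from this miRNA. No library batch was used here, and an age, sire or farm difference along the label order was not tested. With the set as a block, 21 miRNAs passed FDR < 0.1 for diet against 15 without it, including those 15. No miRNA passed FDR < 0.1 for a diet difference that changed between the sets (21 at an unadjusted p under 0.05).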

How the results depend on the processing

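Tests, scalings, filters and covariates were set before the data were examined, except where stated. All values compare HI with MOD calves. No paired analysis was possible because the labels give no replicate number shared by the diets. The label number ranges hold unequal numbers of HI and MOD calves and served as a block.

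The number of miRNAs past FDR < 0.1 and fold change > 1.5 was 2, miR-205 and miR-10172-3p. It was 4, and so was the number of Table 1 miRNAs among them, with edgeR's likelihood ratio test, edgeR's exact test and DESeq2's Wald test, each of which called these 2 with miR-144 and miR-451. With edgeR's robust quasi-likelihood test it was 3. With upper quartile normalization both numbers were 1 (miR-205). With miR-486 as a covariate both were 0, with 41 miRNAs at an unadjusted p under 0.05, and with glmTreat against a fold change of 1.5 the first was 0, with 1 at an unadjusted p under 0.05. The quasi-likelihood test of edgeR, named in the design for raw counts and run here on recovered reads, gave 4 in both. Of the alternatives chosen after seeing the data, that test with the set of 9 libraries as a block also gave 4 in both. The same test with no filter on low counts gave 1 in both, and edgeR's exact test with more than 1 CPM in at least 10 libraries gave 5 in both. Across the 30 fits that each left out 1 calf, both numbers ran from 2 to 4; the 4 came without HI replicate AP92928, when miR-451 and miR-2419-3p also passed. In 22 of these fits miR-2419-3p passed the filter and both thresholds, and without HI replicate AP27848 it passed while miR-10172-3p did not. The filter, run again in each fit, asks for fewer libraries when a group is smaller, which lets miR-2419-3p in. Filters change the miRNAs tested and glmTreat the hypothesis; for the other settings the cause was not tested.

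The number at FDR < 0.1 alone was 15. It was 24 with DESeq2's Wald test and 29 with upper quartile normalization, and after seeing the data 24 with edgeR's quasi-likelihood test and the set of 9 libraries as a block, and 7 with that test and no filter. Leaving out 1 calf gave 14 to 21. The split by direction depended on the scaling. It was 8 higher and 7 lower in HI calves with the deposited TMM scaling, 3 higher and 26 lower with upper quartile normalization, 16 higher and 2 lower on total counts, and 19 higher and 1 lower with library sizes without the 5 most abundant miRNAs. Of the 15, 10 were shared with the calls on total counts and 10 with those of upper quartile normalization. The median log2 fold change of all 419 miRNAs was 0.02, -0.07, 0.07 and 0.07 in these scalings. The scaling thus decides which miRNAs with small changes pass FDR < 0.1. It did not turn the direction of the 13 outside Table 1, whose changes are larger than these shifts.

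The log2 fold change of miR-205 was -0.67 and stayed negative in all alternatives, from -0.77 to -0.49, and from -0.74 to -0.60 with each calf left out. It lost FDR < 0.1 with miR-486 as a covariate (-0.49, FDR = 0.303) and, in a setting chosen after seeing the data, in edgeR's quasi-likelihood test with no filter (-0.67, FDR = 0.104); its FDR ran from 0.0171 to 0.303 over the alternatives. The first cause was not tested. In the second, 839 miRNAs instead of 419 entered the adjustment.

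For miR-451, miR-144 and miR-10172-3p no alternative changed the direction. Of 24 alternatives each, miR-144 passed both thresholds in 8 and miR-451 in 6, all of them count tests on the recovered reads, and miR-10172-3p lost them in 2. With the label number range as a block, the FDR of miR-451 was 0.489 and that of miR-144 was 0.339. No miRNA name was repeated, so summing values by name or keeping each entry separate changed nothing.

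None of the 8 marker lists passed FDR < 0.1 in fry (0 at an unadjusted p under 0.05), and none did in 5 alternatives, camera with its preset or an estimated correlation included. Of these, the set of 9 libraries as a block was chosen after seeing the data. Of the 10 pairs of Table 1 miRNAs, 1 pair was correlated at an adjusted p under 0.05, and 1 in each of 4 alternatives, of which a prior count of 2 was chosen after seeing the data.

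Depth limits miR-2419-3p most, with a median of 1 read in MOD libraries, and then miR-144 and miR-10172-3p, with as few as 15 and 11 reads. The scan for seed matches in 3' UTRs and its alternatives were not run.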

Differences from the paper's values

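The paper's Table 1 lists 5 differentially expressed miRNAs, and limma on log2(CPM + 1) gave 2. Of the alternatives set before the data were examined, edgeR's likelihood ratio test, edgeR's exact test and DESeq2's Wald test gave 4, within 1.5 times of the paper's number, as did the fit without HI replicate AP92928. The quasi-likelihood test of edgeR also gave 4; the design had named it for raw counts, and it was applied to the recovered reads after seeing the values. The other alternatives differed, although edgeR's robust quasi-likelihood test also called miR-144. Among settings chosen after seeing the values, edgeR's exact test with more than 1 CPM in at least 10 libraries gave 5, the paper's 5 miRNAs. Of 38 fits of edgeR's exact and likelihood ratio tests under filters on low CPM, also chosen after seeing the values, 9 called the paper's 5 miRNAs and no other.

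For miR-10172-3p the log2 fold change was 0.65 against the paper's 0.916787, and the FDR 0.0256 against the paper's 0.003388. The log2 ratio of the mean CPM, without a pseudocount, was 0.91. Of the alternatives set before the data were examined, edgeR's likelihood ratio, exact and robust quasi-likelihood tests, DESeq2's Wald test and limma-voom gave a fold change within the error of the paper's value, and edgeR's likelihood ratio and exact tests and DESeq2's Wald test an FDR within 1.5 times of it. The other alternatives set before the data were examined did not. Of the settings chosen after seeing the values, edgeR's quasi-likelihood and exact tests gave 0.91 with each filter tried, and a pseudocount of 0.1 gave 0.81. Of the 38 fits under filters on low CPM, 9 had an FDR within 1.5 times of the paper's.

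For miR-144 the log2 fold change was 0.46 against the paper's 0.672548, and the FDR 0.115 against the paper's 0.037952. The log2 ratio of the mean CPM was 0.66. The same 5 alternatives set before the data were examined reached the fold change, and 4 of them, all but limma-voom, reached the FDR, as did the fit without HI replicate AP92928. The others set before did not. Of the settings chosen after seeing the values, edgeR's quasi-likelihood test gave 0.66 (FDR = 0.0493), and 22 of the 38 fits had an FDR within 1.5 times of the paper's.

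For miR-451 the FDR was 0.190 against the paper's 0.05134. Among the alternatives set before the data were examined, edgeR's likelihood ratio and exact tests and DESeq2's Wald test reached it, and the others did not. Of the 38 fits chosen after seeing the values, 13 had an FDR within 1.5 times of the paper's. Its log2 fold change did not differ by more than its error.

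For miR-2419-3p, which the filter left out, the log2 fold change with no filter was 0.76 against the paper's 1.606147. The log2 ratio of the mean CPM was 1.65. The alternatives set before the data were examined were not compared with the paper's fold change for this miRNA, so they do not bear on this gap. In settings chosen after seeing the values, edgeR's exact test gave 1.60, with FDR = 0.171 with no filter and FDR = 0.0868 with more than 1 CPM in at least 10 libraries, where it passed both thresholds. Limma with no filter, set before the data were examined, called it too, at FDR = 0.0560, and so did 22 of the 30 fits that each left out 1 calf. In those fits the filter was run again and asked for fewer libraries in a smaller group. They are therefore not separate evidence for this miRNA.

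In units of 1e+06 reads, the paper's average per sample is 14, and the mean of the reads on miRNAs recovered from the deposited values is 8.69 per library. These count different things, since the recovered reads are those left after trimming, filtering and assignment to miRNAs, and no alternative bears on this.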

Other observations

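The tests of miR-2419-3p at 0 reads, and of scaling for miR-10172-3p and of the set of 9 libraries for miR-144, miR-451 and miR-205, were chosen only after the result was seen; the others were written down before their own results were seen.

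The reads of miR-2419-3p were at or near 0 in some libraries. A total of 8 libraries had 0 reads and 2 had 1 read, while the other 20 had at least 4. Poisson counts at each diet's mean would put 0.263 libraries at 0 on average, and none of 1e+05 simulated sets reached 8 (p = 1e-05, the smallest they can give), so counting noise at this depth does not account for it. Of the 101 other miRNAs with a mean between 0.5 and 2 CPM, 2 had as many libraries at 0, and their median was 0 libraries. The libraries at 0 were 6 of the 21 with lower label numbers and 2 of the other 9 (Fisher's exact test, p = 1), so the batch-like split does not account for it either. A candidate explanation is a sequence variant of the calves in or near the miRNA that changes its reads; neither this nor an effect of sire was tested. If so, the difference between diets may rest in part on how such calves fell into the diets, since 2 HI and 8 MOD libraries were at or under 3 reads. Among the libraries with at least 4 reads, HI libraries ran from 0.927 to 2.99 CPM and MOD libraries from 0.464 to 1.78 CPM. How such calves fell may thus not be the whole difference, but the difference within these libraries was not tested.

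The gene of miR-10172-3p lies inside BEGAIN in the RefSeq annotation of ARS-UCD2.0, and the paper's Table 2 lists BEGAIN as higher in HI calves. Transcription together with BEGAIN is a possible explanation of its rise, but whether both genes lie on the same strand was not checked. Such transcription could not be tested on other pairs, because 0 other genes of the paper's Table 2 hold a miRNA that was tested. A shift of the whole neighbouring region is unlikely to be the whole source: the 54 tested miRNAs of the cluster between MEG3 and MEG9 had a median log2 fold change of 0.0687 (45 of 54 higher in HI calves; fry p = 0.0622, or 0.0491 with the set of 9 libraries as a block; camera with an estimated correlation p = 0.148). It was 0.13 on total counts and -0.03 with upper quartile normalization, against 0.65 (standard error 0.16) for miR-10172-3p. A small shift of the cluster itself stays open. Scaling does not account for the whole rise, since the log2 fold change was 0.70 on total counts and 0.57 (FDR = 0.0342) with upper quartile normalization, although the latter is under the fold change threshold. The diet itself remains open.

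The 5 miRNAs of Table 1 were not 5 copies of one signal. After subtracting each diet's mean, 1 of the 10 pairs was correlated at an adjusted p under 0.05. This was miR-451 with miR-144, with Pearson's r = 0.79 (permutation p = 1e-05, the smallest they can give; adjusted p = 1e-04) and Spearman's rho = 0.75 (permutation p = 2e-05, adjusted p = 2e-04). It was 0.90 within HI and 0.51 within MOD calves, 0.77 within the 21 libraries and 0.79 within the other 9, and 0.67 without the 2 libraries farthest from the median of miR-451. In the other 9 pairs r ran from -0.19 to 0.36 over all libraries. Within the sets of libraries some of these pairs were farther apart. For miR-205 with miR-144, r was 0.55 within the 21 libraries and -0.72 within the other 9, values that were not tested. As the genes of these 2 miRNAs are neighbours, their rises in HI calves are not separate observations.

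Because miR-451 and miR-144 are miRNAs of red blood cells, retained blood was weighed as the source of their rise. With the deposited scaling the other 6 miRNAs of that list were not raised as a set in HI calves. They were lower as a set (fry p = 0.00193, median log2 fold change -0.07, 1 of 6 higher), led by miR-486 at 17581 ± 4356 CPM in HI and 20807 ± 3718 CPM in MOD calves (SD, n = 15 each). This set was not tested with other scalings. The median log2 fold change of all 419 miRNAs was 0.07 on total counts against 0.02 with the deposited scaling. That shift is near the size of the set's decrease, which may therefore depend on the scaling. Of these 6, 5 had a mean of at least 1423 CPM in each diet, where a rise by as many CPM as that of miR-451 would not show. A rise by as large a log2 fold change would show, at standard errors of 0.03 to 0.11. It was not seen, with log2 fold changes of -0.27 to -0.03 in these 5. How much of each miRNA blood would add was not known. The remaining member, miR-363, was at 8.17 ± 2.15 CPM in HI and 7.84 ± 2.05 CPM in MOD calves (SD, n = 15 each) and decides nothing alone. Whether the level of miR-486 comes from the gland or from blood was not tested, so blood and a change of miR-451 and miR-144 in pituitary cells cannot be told apart here. White blood cells were also not decided (fry p = 0.121, 5 of 5 members higher, median log2 fold change 0.11). The split in label order does not remove the rise: with it as a block the log2 fold change of miR-144 was 0.48, now past FDR < 0.1 in limma (FDR = 0.0895), and that of miR-451 was 0.56 (FDR = 0.158). Within the 9 libraries the differences were small, but a change of the difference between the sets was not shown (-0.46 for miR-144, standard error 0.34, and -0.53 for miR-451, standard error 0.48).

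For miR-205 neither scaling nor the split in label order accounts for the lower level in HI calves, with a log2 fold change of -0.61 on total counts, -0.77 with upper quartile normalization and -0.66 with the set of 9 libraries as a block. Stratified epithelium carried along with the gland was not tested, because no other member of that list was tested. The epithelial miR-200 family list did not move with it (fry p = 0.835, median log2 fold change -0.005). A lower level of miR-205 in the gland after the HI diet remains a hypothesis.

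For the cell type limit that the paper names, none of the remaining marker lists passed FDR < 0.1 between diets, which does not exclude a shift where the members of a list go both ways. The fry p was 0.182 for the pituitary endocrine list (miR-7 and miR-375, 0 of 2 higher in HI calves), 0.264 for stromal (6 of 6 higher), 0.572 for endothelial, 0.543 for striated muscle, 0.682 for neural and 0.478 for the whole red blood cell list. Bulk tissue gives no cell proportions, and the lists name no gonadotroph, thyrotroph or somatotroph miRNAs.

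One library stood apart in composition. In HI replicate AP13745 miR-143 was at 181565 CPM, against a median of 43574 and a highest value of 80613 CPM in the other 29 libraries. The other 5 stromal miRNAs of the list were also highest in this library among the 30, with a median log2 difference of 1.46 from the others' median. More stromal tissue in this piece of gland is a candidate explanation. Its 9204674 reads lie within the range of the other libraries, so depth does not account for it. The same library held the highest miR-451 (403 CPM) and miR-144 (12.7 CPM), and without it the log2 fold changes of these were 0.44 and 0.38.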
